A study of Mus musculus with 2 samples. Its data were reported in "Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate" (2019).

How the data were processed

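Open chromatin was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA, in cardiac progenitor cells (CPCs) at day 5 of directed differentiation of mouse embryonic stem cells. The cells carry an EmGFP reporter under the control of Nkx2-5, a transcription factor of early heart cells. Per the study's methods, directed differentiation usually left part of the cells without reporter signal. Sorting of such cultures is described for RNA, but no sort is mentioned for ATAC-seq, so other cells may contribute peaks. The 2 samples are replicates of 1 group, and per the labels both are day 5 CPCs without knockdown. The series also names Isl1 knockdown cells, which are not analysed here.

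The authors deposited 1 peak list shared by both replicates, with 6 columns and no header. Per the study's methods, reads were mapped to mm9 with bowtie2, improperly paired and secondary reads were removed with samtools, duplicates were removed with Picard, and peaks were called in each replicate with MACS14 without a fitted fragment model and with a fixed shift of reads. Peaks in the ENCODE blacklist were dropped, and peaks of a replicate that overlapped a peak of the other replicate by at least 1 bp were kept with bedtools. The nearest transcription start site (TSS) was assigned with HOMER, a step the methods describe for the ChIP-Seq peaks. Apart from that shift at peak calling, no correction of reads for the Tn5 cut position is described.

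The deposited values are the start and end of each peak in bp, the signed distance in bp from a TSS to the peak midpoint, a RefSeq accession and a gene symbol. The list has no score, no p-value and no value for a single replicate. Depth per sample is therefore unknown, no replicate error could be computed, and neither replicate could be left out. An interval in the list is a region called in both replicates with the coordinates of 1 of them, so its width reflects the caller and the depth of that replicate as well as the chromatin. A region called in 1 replicate alone is not in the list, and the list as analysed here may lack some of the original lines, so the absence of a peak is not a measurement of closed chromatin.

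The list was read as BED intervals, and positions are given 1-based on mm9. The 26429 lines held 26232 distinct intervals, since 195 intervals stood on 2 lines and 1 on 3 lines. Each distinct interval was counted once. Chromosome lengths and sequence came from the NCBIM37 assembly, which is mm9, and gene models from GENCODE vM1 on the same assembly. Of the distinct intervals, 87.1% carried a symbol found in that annotation, and for 63.7% of these the deposited distance equalled the distance to an annotated TSS of that gene within 1 bp. The accession column holds 1 accession per gene. Of 4979 genes with more than 1 peak and an annotated strand, 751 (15.1%) had distances measured from more than 1 TSS, so the accession does not name the TSS behind each distance.

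Peak midpoints were classed by GENCODE as within 1 kb of a protein coding TSS, then 5′ UTR, 3′ UTR, coding exon, other exon, intron or intergenic, with the first class in that order taking precedence. The same classes were computed for 1 uniform placement of the intervals on their own chromosomes outside runs of N. A promoter was the 5′-most protein coding TSS of a gene with 500 bp on either side, and was called CpG-rich at an observed over expected CpG ratio of at least 0.6 and a GC content of at least 50%. Shares are given with 95% Wilson confidence intervals, which cover counting error over peaks, genes or promoters in this list and not the variation between differentiations.

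The 11 gene lists, with 9 to 22 genes each and no gene in more than 1 list, were fixed before the data were examined, as were the named genes, most alternative settings and the measures of peak number, width, peaks per gene, gene lists, chromosomes and spacing. The shares by TSS distance, annotation class and promoter CpG content, the motif counts and the offsets of promoter peaks were chosen after the data were seen. The cardiac regulators and signalling genes are named in the study's text, the SWI/SNF and cardiac contraction lists are named there in part, and the other lists came from general knowledge. Because the study chose its genes partly on chromatin data from such cells, its lists are not independent of these samples. Each list was compared with 10000 random lists of the same size, drawn with replacement. For peaks per gene, random genes were matched in 10 classes of territory, the distance between the midpoints of the nearest peaks of other genes on either side, among genes with a peak. For the share of genes with a peak they came from 21900 protein coding genes of a RefSeq gene table (GRCm38.p6, used for names only), in which 99.8% of the accessions in the peak list were found. For the widest peak per gene they were matched on the number of peaks, with 8 or more as 1 class. Percentiles describe this peak list and are not tests over replicates. Percentiles under 2.5 or over 97.5 are called outside the range of random lists, and of 33 comparisons 1.65 would fall outside by chance.

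Clustering of peaks was measured as the number of neighbouring peaks with a gap of at most 10 kb, set against 1000 uniform placements. Placed intervals could overlap, and an overlap counted as a close pair. Sequence copies were counted for 32-mers sampled every 50 bp in peaks and promoters and every 5000 bp along the chromosomes. The named genes are 17 fixed ones, the 5 genes with the most peaks, the 3 widest peaks and the 3 longest clusters of peaks stitched at 10 kb. Of the fixed genes, 1 is not reported here.

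On simulated data, 2.5% of 200 unchanged lists fell outside the range of random lists, and 100% of 200 lists with 3 times the peaks fell above it. All real lists differed from random genes by less than 3 times, and some had only 7 genes with a peak. The power to find such smaller differences, or differences in such short lists, was not simulated. Lists of genes with wide territories fell outside in 87.5% of cases without matching and in 7% with matching. Uniformly placed peaks gave a ratio of 1.01 observed over expected close pairs, and planted close pairs raised it to 1.75. The alternatives covered repeated lines, merging, a minimum width of 500 bp, peaks wider than the median in place of a stricter threshold, the matching of random genes, the background genes, the stitching distance and, chosen after the data were seen, other start site annotations and placements. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and samtools 1.23.1 were used.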

Results

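To map open chromatin in cells at the start of heart muscle differentiation, ATAC-seq was performed on CPCs derived from mouse embryonic stem cells at day 5 of directed differentiation. The group held 2 replicate samples, represented by 1 list of peaks found in both. With a single group there was no comparison between conditions, and the questions addressed were where the peaks lay, whether genes with roles in heart development carried more of them than other genes, and which peaks lay at individual genes. Read depth was unknown and there was no replicate error for any value.

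The list held 26232 distinct peaks with a summed length of 31.6 Mb, or 1.19% of chromosomes 1 to 19, X and Y. The median width was 1081 bp (95% confidence interval 1075 to 1087 bp), the quartiles were 835 and 1433 bp, and the range was 327 to 6979 bp. Restricting the list to peaks wider than the median moved these totals most, to 13090 peaks and 20.8 Mb. No distinct peaks overlapped or touched. The smallest gap between neighbours was 2 bp, and 129 gaps were under 200 bp.

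Peaks were concentrated at TSSs. By the deposited distances, 11772 peaks (44.9%, 95% Wilson confidence interval 44.3 to 45.5%) had their midpoint within 1 kb of the assigned TSS, and 15384 peaks (58.6%, 58.0 to 59.2%) within 10 kb. Peaks wider than the median gave higher shares of 66.5% and 78.2%. A further 24.4% of peaks lay between 10 and 50 kb, 8.76% between 50 and 100 kb and 8.20% beyond 100 kb. Peaks within 1 kb had a median width of 1326 bp (quartiles 1072 and 1691 bp), against 880 bp (717 and 1097 bp) for peaks beyond 10 kb. The quartile ranges of these classes overlapped only slightly.

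In the GENCODE annotation, 11887 peak midpoints (45.3%, 44.7 to 45.9%) lay within 1 kb of a protein coding TSS, compared with 2.39% (2.21 to 2.58%) of uniformly placed intervals, a ratio of 18.96. Coding exons held 1.97% of midpoints against 1.03% of placed intervals. Introns held 22.2% against 37.6%, and intergenic sequence held 28.2% against 57.1%. The confidence intervals of peaks and placed intervals did not overlap for any of these 4 classes. For 3′ UTRs the shares were close, at 0.892% (0.785 to 1.01%) and 1.11% (0.993 to 1.25%), with overlapping intervals. Each midpoint fell in 1 class, so the large share near TSSs leaves less for all other classes. The lower shares of introns and intergenic sequence, and the close 3′ UTR shares, therefore do not by themselves show depletion or its absence away from TSSs.

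**Figure D1:**
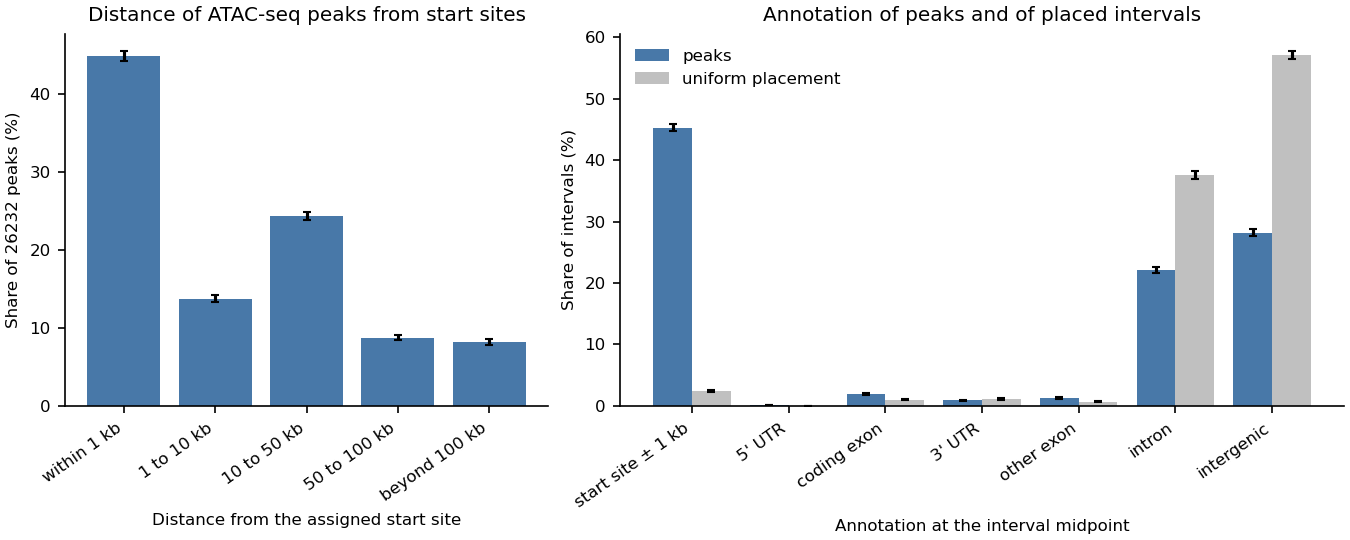
Left, share of all peaks (%) by distance of the midpoint from the assigned TSS; right, share of peak midpoints (blue) and of uniformly placed intervals (grey) in each annotation class (%). Bars are shares and error bars 95% Wilson intervals; 45.3% of peaks but 2.39% of placed intervals lie within 1 kb of a protein coding TSS.

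Of 22219 protein coding promoters, 11933 (53.7%, 53.1 to 54.4%) overlapped a peak. The share was 89.4% (88.8 to 90.0%) at the 9931 CpG-rich promoters and 24.9% (24.1 to 25.6%) at the 12288 CpG-poor promoters. Where several peaks overlapped a promoter the nearest was taken, and the median width was 1428 bp at CpG-rich and 1156 bp at CpG-poor promoters.

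Peaks were also closer to one another than uniform placement gave. Gaps of at most 10 kb separated 4709 neighbouring pairs, while 1000 placements gave a mean of 2933 and at most 3078, a ratio of 1.61. Shortening the distance to 5 kb lowered the ratio most, to 1.05, with 1759 pairs observed and a mean of 1673 (range 1557 to 1794) in the placements. Placed intervals could overlap and then counted as close pairs, while no peaks of the list overlapped. This lowers both ratios, more so at 5 kb, so the ratio of 1.05 does not show that clustering is absent there. Uniform placement ignores that genes are clustered along chromosomes. Stitching at 10 kb gave 21523 clusters, of which 17970 were single peaks and 73 held 5 or more. The longest cluster spanned 63.2 kb on chromosome 4 (147475989 to 147539150) with 9 peaks assigned to Agtrap, Draxin, Mad2l2, Fbxo6 and Fbxo2. The next 2 were on chromosome 9 (106323461 to 106380235, 56.8 kb, 7 peaks, from Rpl29 to Parp3) and chromosome 8 (74081604 to 74136497, 54.9 kb, 6 peaks, from Tmem221 to Colgalt1).

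The density of peaks varied between chromosomes. The autosomes ranged from 7.85 peaks per Mb on chromosome 3 to 16.5 on chromosome 11, with 10.4 over all 19 together. The X chromosome had 621 peaks, or 3.73 per Mb, a ratio to the autosomes of 0.360 (95% Wilson confidence interval 0.332 to 0.390), below each of the 19 autosomes. Counted per gene with a peak the ratio was 0.755, and the X chromosome was again lowest, with 1.30 peaks per gene against 1.57 to 1.89 on the autosomes. Genes without a peak are left out of this count, so its ratio cannot fall as far as the ratio per Mb. The 2 ratios therefore cannot be compared in size. At CpG-rich promoters the share with a peak was 84.6% (79.3 to 88.8%) on the X chromosome, within the autosomal range of 82.9 to 93.1%. It was nevertheless low in that range. All autosomes together were at 89.5%, above the X interval, and only chromosomes 6 (82.9%) and 15 (83.6%) were below X. The Y chromosome had 5 peaks.

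**Figure D2:**
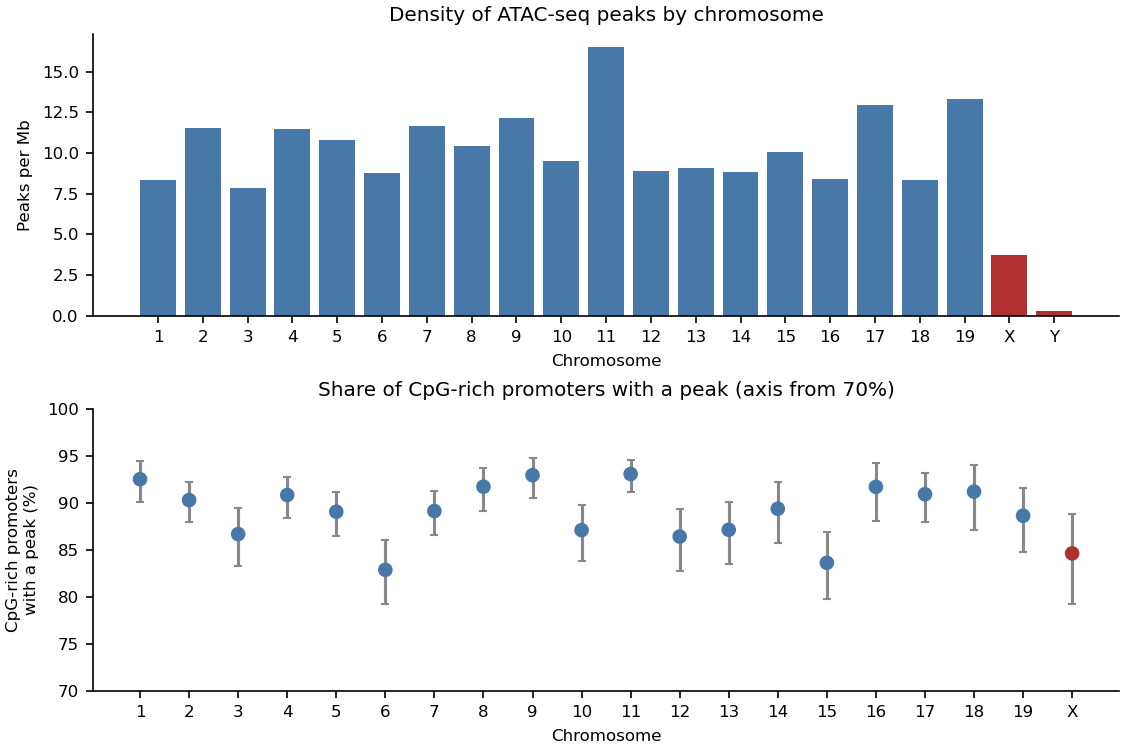
Top, peaks per Mb of each chromosome (bars); bottom, share of CpG-rich promoters with a peak (%), points with 95% Wilson intervals, on an axis that starts at 70%. Autosomes are blue and the sex chromosomes red. The X chromosome is at 3.73 peaks per Mb, below the lowest autosome at 7.85. Its promoter share of 84.6% lies among the autosomes, near their lower end.

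The peaks were assigned to 15351 genes, a mean of 1.71 peaks per gene. A single peak was assigned to 9335 genes (60.8%, 60.0 to 61.6%) and 2 peaks to 3485 genes. The 543 genes with 5 or more peaks held 12.7% of all peaks, and 19 genes had 10 or more. The most peaks, 14 each, were assigned to Rgs3 (chromosome 4) and Tead1 (chromosome 7), followed by Med13l (chromosome 5) and Rnf220 (chromosome 4) with 13 each and the noncoding RNA gene 9430078K24Rik (chromosome 12) with 11. RNA accessions of noncoding genes (NR) covered 9.79% of peaks. Of 21900 protein coding reference genes, 13682 (62.5%, 61.8 to 63.1%) had at least 1 peak.

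To ask whether genes with roles in heart development carried more peaks than other genes, the mean number of peaks per gene was compared with random genes of similar territory. The 12 cardiac regulators with a peak had 3.42 peaks per gene, at percentile 99.98 of random lists, whose median was 1.75. The 9 signalling genes had 4.00 peaks per gene (percentile 99.9, random median 1.89), the 13 cardiac contraction genes with a peak 2.54 (percentile 99.1, random median 1.62) and the 12 pluripotency genes with a peak 2.92 (percentile 99.6, random median 1.75). The pluripotency and cardiac contraction lists fell inside the range of random lists when the median replaced the mean, at percentiles 90.0 and 91.8. Among peaks wider than the median, the cardiac regulators were at percentile 97.3 and the pluripotency genes at 95.3, just inside the range. The other 7 lists were inside it at the main setting. Blood and endothelial genes were at percentile 96.9, housekeeping genes at 97.05, smooth muscle genes at 82.4, SWI/SNF subunits at 77.2, neural genes at 72.1, liver genes at 65.3 and skeletal muscle genes at 57.9.

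The share of genes with at least 1 peak separated the lists differently. All 9 signalling genes and all 10 smooth muscle genes had a peak (percentiles 99.3 and 99.6), as did 95.5% of neural genes (percentile 99.98), 92.3% of cardiac regulators (98.85), 90.5% of SWI/SNF subunits (99.7) and 84.2% of blood and endothelial genes (97.6). Liver and skeletal muscle genes were both at 38.9%, at percentiles 2.27 and 2.29. Inside the range were housekeeping genes with 80.0% (percentile 94.7), cardiac contraction genes with 65.0% (58.4) and pluripotency genes with 63.2% (51.2). These positions depended on what counted as a peak of a gene. Only assigned peaks were counted here, for the lists and for random genes alike. Foxa3 of the liver list and Myl4 of the cardiac contraction list therefore counted as genes without a peak. A peak assigned to another gene nevertheless overlapped the promoter of each. Liver genes lay close to the limit at percentile 2.27, so counting Foxa3 might bring them inside the range. Percentiles with such peaks added to the assigned ones were not computed. When a peak had to overlap the 500 bp on either side of the 5′-most GENCODE TSS and random genes were matched on promoter CpG content, the cardiac regulators fell to percentile 27.4 with 61.5% of genes, the neural genes to 1.13 with 55% of those in the annotation, and the smooth muscle genes stayed high at 99.96 with 80.0%. Peaks at other start sites of a gene are not counted in this form, among them those at the RefSeq TSSs of Mef2c and Gata4, so a lower percentile does not show that the cardiac regulators lack peaks at start sites.

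The widest peak per gene averaged 1973 bp over 19 SWI/SNF subunits, against a random median of 1420 bp (percentile 99.97), and 1012 bp over 7 liver genes, against 1398 bp (percentile 1.10). The SWI/SNF mean included Dpf1 at 5677 bp, an intergenic peak 13682 bp downstream of the TSS, and Arid2 at 4243 bp. No median over genes was computed for width, so the weight of such genes is unknown. The other 9 lists were inside the range. They were the signalling (95.9), housekeeping (95.6), pluripotency (90.2), cardiac regulator (85.6), smooth muscle (72.3), blood and endothelial (57.5), neural (55.35), skeletal muscle (43.2) and cardiac contraction (14.6) lists, with the percentile in parentheses. Without matching on the number of peaks, the signalling genes rose to percentile 99.7. Over the 3 measures 14 of 33 comparisons were outside the range, 11 above and 3 below.

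**Figure D3:**
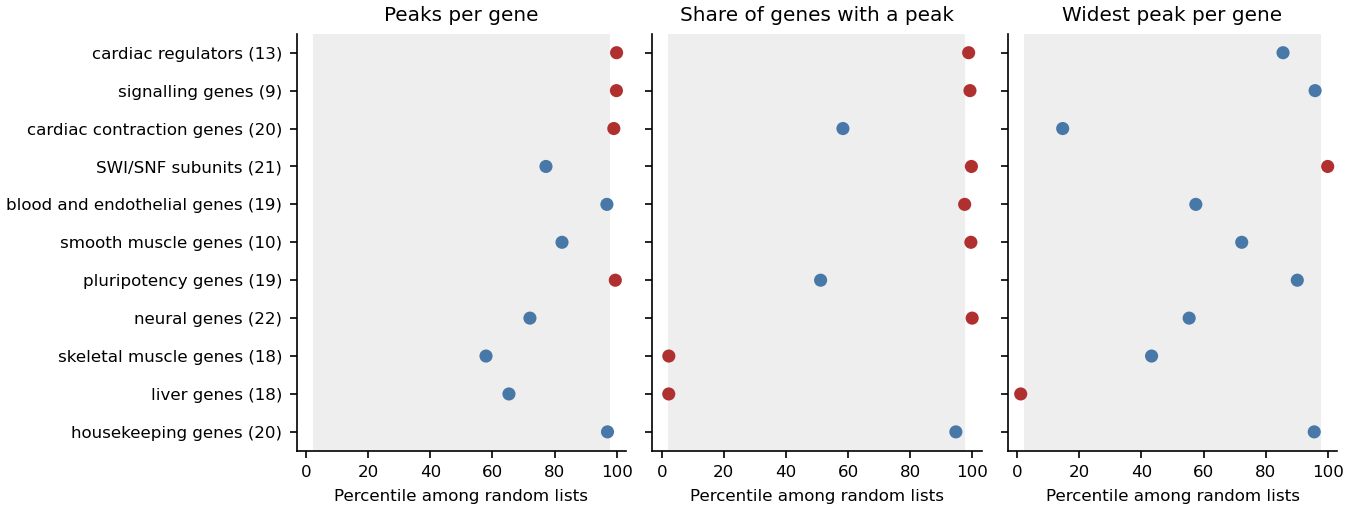
Percentile of each gene list among 10000 random lists for peaks per gene, share of genes with a peak and widest peak per gene, with the number of genes of the list in parentheses. Points are lists and the grey band is the central 95% of random lists; the 14 red points lie outside it, and the cardiac regulators and signalling genes do so in the left and middle panels.

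At the gene encoding Isl1, a LIM-homeodomain factor of second heart field progenitors, 8 peaks were assigned. Isl1 lies on the minus strand of chromosome 13 (117088478 to 117099896). A peak of 1261 bp covered its TSS (117099264 to 117100524, midpoint 3 bp from the TSS, accession NM_021459). It had a GC content of 60.7% and an observed over expected CpG ratio of 0.79, and the 40 bp at its centre (117099874 to 117099913) read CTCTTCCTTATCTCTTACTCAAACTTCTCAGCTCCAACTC on the plus strand. The other 7 peaks were intergenic. Among them, 2 lay just past the end of the gene, at 12260 and 15647 bp downstream of the TSS, 4 lay upstream at −133758 to −214307 bp, and 1 was 567488 bp downstream.

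**Figure D4:**
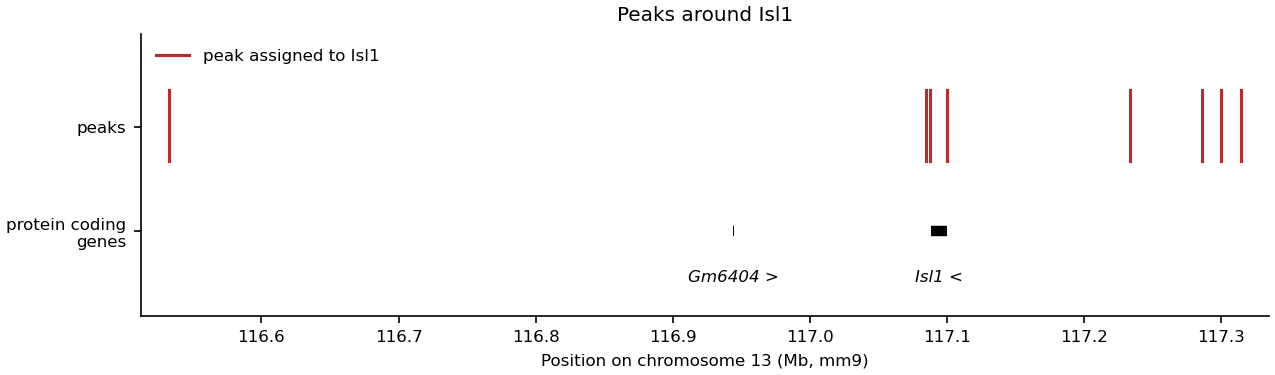
Peaks (red lines) and GENCODE protein coding genes (black bars, with < or > for the strand) around Isl1, by position on chromosome 13 in Mb (mm9). All 8 peaks drawn are assigned to Isl1; 1 covers its TSS and 4 lie upstream, to the right.

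Other regulators differed in number and position of peaks. Nkx2-5 (NM_008700) had 3 peaks on chromosome 17, of which 1 covered the TSS (26977858 to 26978992, GC content 57.9%, with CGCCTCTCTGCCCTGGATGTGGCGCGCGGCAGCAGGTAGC at its centre, 26978405 to 26978444). The other 2 were upstream, at −9390 bp in intergenic sequence (26987324 to 26988478) and −27393 bp in an intron of another annotated gene (27005526 to 27006281). Tbx5 (NM_011537) had 5 peaks on chromosome 5, the nearest 771 bp downstream of the TSS (120284894 to 120285993). Gata4 (NM_008092) had 3 peaks on chromosome 14, of which the nearest was 3724 bp wide, with its midpoint at −1036 bp from the TSS in a GENCODE intron (63863283 to 63867006). Mef2c (NM_025282) had 4 peaks on chromosome 13, including 1 of 593 bp at the TSS of the assigned transcript (83662376 to 83662968), an intron of a longer GENCODE transcript. Myocd (NM_145136) had 1 peak, at its TSS on chromosome 11 (65083003 to 65084140). For Hand2 no peak was assigned. The nearest peak was at −8314 bp from the annotated TSS and was assigned to the noncoding gene Uph (chromosome 8, 59791040 to 59791892).

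Of the SWI/SNF genes central to the study, Smarca4 (NM_011417, encoding Brg1) had 1 peak at its TSS on chromosome 9 (21419811 to 21421336). Smarcd3 (NM_025891, encoding Baf60c) had 2 peaks on chromosome 5, in a coding exon 3252 bp downstream (24103886 to 24105252) and at −7496 bp in intergenic sequence (24114738 to 24115896), and none over its annotated TSS. Among structural genes Ryr2 (NM_023868, chromosome 13) had 6 peaks, including 1 of 1900 bp at the TSS (12197981 to 12199880). Ttn (NM_011652, chromosome 2) had 1 peak of 728 bp in an intron 13505 bp downstream of the TSS (76806736 to 76807463). Myh6 and Myh7, neighbours on chromosome 14, had none, and the nearest peaks were 27353 bp downstream of the Myh6 TSS and at −20626 bp from the Myh7 TSS. The study treats Myh3 as a gene not bound by Isl1. In the list Myh3 (NM_001099635) had 1 peak, in an intron on chromosome 11 (66894436 to 66895276). The skeletal muscle regulator Myod1 (NM_010866) had a peak of 1878 bp at its TSS on chromosome 7 (53631213 to 53633090). Pou5f1, a regulator of pluripotency, had none, with the nearest peak 10758 bp downstream of its TSS and assigned to Tcf19.

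The 3 widest peaks were 6979 bp on chromosome Y (2779361 to 2786339, intergenic, 395591 bp from the TSS of Gm3376), 6669 bp at the TSS of Midn on chromosome 10 (79609317 to 79615985) and 6640 bp at the TSS of Rcor2 on chromosome 19 (7338212 to 7344851). Of the sampled 32-mers of the peak on chromosome Y, 82.0% occurred more than once in the genome, against 4.90% in all peaks.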

Values the study reported

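The study reported that 42% of Isl1 ChIP-Seq peaks in CPCs overlapped ATAC-Seq peaks, and that within 10 kb of a TSS the share was 76%. With GATA4 sites taken from footprints found in at least 2 replicates, it counted 232 accessible sites bound by both factors, while 5628 Isl1 peaks overlapped ATAC-Seq peaks. After GATA4 peaks were called anew in each replicate and those in all 3 were kept, it counted 2417 sites shared by Isl1, GATA4 and ATAC-Seq. Compared with ATAC-Seq peaks of E8.75 embryos, it gave an overlap of 73% for all peaks and of 93% for promoter proximal ones.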

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

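The 42 results were computed under 165 combinations of result and alternative. In 18 of them overlapping intervals were merged, which changed no peak since none overlapped. Of the remaining 147, 100 kept their direction and their side of the threshold, or stayed within the confidence interval or within 1.5 times a count, while 8 moved, 12 weakened, 10 strengthened and 17 reversed. A reversal means that a percentile crossed 50. Some of these lists were inside the range of random lists at either setting, while others went from above the range to the lower side. In 4 reversals, all with the median over genes, the list was tied with the random median, so no direction changed. The causes of these changes were not tested unless stated. Leaving out a replicate was not possible, because the list holds no value per replicate, and no paired analysis was possible because there is 1 group.

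Counting every line changed none of the 7 results it applied to. With peaks of at least 500 bp the median width was 1089 bp, by construction of the filter, the share within 10 kb of a TSS was 59.3%, and the skeletal muscle and liver shares weakened to percentiles 2.55 and 2.53. Peaks wider than the median gave, by construction, 13090 peaks and 20.8 Mb. It gave 66.5% within 1 kb and 78.2% within 10 kb of a TSS. In peaks per gene it put cardiac regulators at percentile 97.3 and pluripotency genes at 95.3, and reversed blood and endothelial genes to 33.0. The share within 10 kb of the nearest GENCODE protein coding TSS was 59.3%. The alternatives on TSS distance, on TSS spacing, on CpG content and on runs of N were chosen after seeing the data.

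The ratio of the X chromosome to the autosomes was 0.755 per gene with a peak, nearer 1 than per Mb. Genes without a peak are not counted there, which holds the ratio nearer 1 by construction. Clustering weakened to a ratio of 1.05 at 5 kb, was 1.69 at 25 kb and 1.56 when runs of N were left out of the placement. Overlaps of placed intervals, counted as close pairs, lower these ratios, most of all at 5 kb.

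For peaks per gene, cardiac regulators stayed above the range in 4 of 5 alternatives and signalling genes in 5 of 5, merging left aside. Without matching, blood and endothelial genes strengthened to percentile 97.9. With the median over genes, cardiac contraction genes weakened to 91.8 and pluripotency genes to 90.0. SWI/SNF subunits reversed to 40.9, skeletal muscle genes to 32.4, liver genes to 28.7 and housekeeping genes to 46.9. For these 4 lists the value and the random median were both 1 peak, the lowest possible among genes with a peak. They tied with the random median, so these percentiles show no change of direction. With matching on TSS spacing, neural genes reversed to 34.5 and housekeeping genes strengthened to 98.7.

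The share of genes with a peak depended most on its definition. Against all reference genes, many of them noncoding, cardiac contraction genes strengthened to percentile 99.9, pluripotency genes to 99.8 and housekeeping genes to 100, while skeletal muscle genes reversed to 77.02 and liver genes to 77.3. With at least 2 peaks required, cardiac contraction genes strengthened to 97.6 and pluripotency genes to 98.3, SWI/SNF subunits weakened to 96.7, skeletal muscle genes to 23.2 and liver genes to 10.1, and housekeeping genes reversed to 34.2. With a peak required within 500 bp of the 5′-most GENCODE TSS and matching on CpG content, cardiac regulators reversed to 27.4, signalling genes to 26.4, SWI/SNF subunits to 21.4, blood and endothelial genes to 0.68, pluripotency genes to 5.26, neural genes to 1.13 and housekeeping genes to 14.2, while skeletal muscle genes weakened to 7.87 and liver genes to 2.62. Smooth muscle genes alone stayed above the range under all 4 alternatives.

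For peak width, SWI/SNF subunits (99.9 and 99.97) and liver genes (1.08 and 1.82) stayed outside the range under both alternatives. Each alternative kept the mean over genes, so the influence of single wide peaks was not tested. With the mean width per gene, neural genes reversed to 49.7. Without matching, cardiac regulators strengthened to 97.9, signalling genes to 99.7 and pluripotency genes to 97.9.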

Other observations

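The tests of peaks away from promoters and of single-copy sequence on the X chromosome, of the share of CpG-rich promoters on X as a separate pattern, of the widest peak alone, of motifs against shuffled forms, of the 3 explanations for the offset of promoter peaks and of housekeeping promoters were chosen after the results were seen. The design has 1 group, so no biological explanation was tested.

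The X chromosome carried 3.73 peaks per Mb, below each of the 19 autosomes. It has 1.33 CpG-rich promoters per Mb, against 2.78 to 6.86 on the autosomes, and 84.6% of them had a peak, within the autosomal range of 82.9 to 93.1%. This share was low in that range, since all autosomes together were at 89.5%, above the X interval of 79.3 to 88.8%. A shortage of such promoters is therefore a candidate explanation for the low number of peaks at CpG-rich promoters, though perhaps not for all of it. The shortage does not account for the other peaks. Those away from CpG-rich promoters were also fewer, at 2.67 per Mb against 5.56 to 10.8. Repeated sequence is more common on X, where 69.9% of sampled 32-mers occurred once in the genome against 78.5 to 88.2% on the autosomes. Per Mb of single-copy sequence X still had 5.48 peaks, below the autosomal range of 9.53 to 19.2, which argues against multi-copy sequence as the whole cause. Weaker detection of a single X copy stays open. Peaks at CpG-rich promoters on X had a median width of 1183 bp, below all 19 autosomes (1353 to 1563.5 bp). Away from them the median of 908 bp lay within the autosomal range of 890 to 1010 bp, although widths near the detection limit are a poor measure of signal. The study's methods name the cells as E14, and the list held 5 peaks on chromosome Y, the widest of them in repeated sequence. The number of X copies in these cells was not examined further. An X chromosome silenced in part of the cells was not tested either.

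The 196 intervals on more than 1 line made up 0.747% of all intervals. They had a median width of 2110.5 bp, against 1078 bp for the others (mean 2208 ± 828 and 1199 ± 537 bp, SD over intervals), a difference that none of 100000 permutations reached (two-sided permutation test over intervals, p = 1e-05, the smallest these can give). This may mean that the intersection step wrote 1 line for each peak of the other replicate that a wide interval spanned. Counting lines in place of intervals would then give wide peaks extra weight.

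Of the sampled 32-mers of the widest peak, on chromosome Y, 82.0% occurred more than once, so reads from several copies could have been collected there. Over the 3 widest peaks together the share was 28.6%, because Midn had 0% and Rcor2 1.5%, which argues against multi-copy sequence as the source of the latter 2. The fourth widest peak (6590 bp, chromosome 8, 126141786 to 126148375, in an intron and assigned to Rhou) had 98.5% repeated 32-mers. These intervals remained after blacklist filtering.

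Consensus motifs were counted within 200 bp of the midpoint of the 10848 peaks more than 10 kb from a TSS and in windows 5000 bp to either side. Of 14 motifs, 9 were enriched over the flanks. The TEAD motif (ACATTCC) was present in 11.2% of peaks (10.6 to 11.8%) and 5.74% of flanks (5.44 to 6.06%), and the share was higher in peaks on 19 of 19 autosomes. The FOX motif (TGTTTAC) was present in 7.04% and 5.42%, the AP1 motif in 9.80% and 7.13% and the CTCF motif in 5.38% and 0.272%. To test base composition as the cause, each motif was compared with up to 20 shuffled forms that keep its letters and its CpG content. For these 4 motifs the lower limit of the enrichment lay above all 20 shuffled forms, and the enrichment was at least 1.55 times the median of the shuffled forms (AP1 1.55, FOX 2.00, TEAD 2.34, CTCF 9.40). This argues against base composition as the whole cause for these 4. For the other 5 enriched motifs (OCT, ETS, KLF/SP, NRF1 and NFY), base composition cannot be told apart from binding sites, since the lower limit did not exceed all shuffled forms or, for NRF1, no shuffled form was frequent enough.

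Within 1 kb of a TSS the same count went the other way for TEAD (2.80% of peaks and 5.48% of flanks), FOX (2.34% and 5.40%) and AP1 (3.19% and 6.95%), with the share higher in peaks on 0 of 19 autosomes for each. Shuffled forms were depleted to a similar degree there for TEAD (median ratio of peaks to flanks 0.466, against 0.510 for the motif) and AP1 (0.435 against 0.458), and more strongly for FOX (0.272 against 0.434), so the lower shares are no sign of a loss of these motifs beyond base composition. Beyond 10 kb, motifs of heart factors were not enriched over the flanks. The GATA motif was at 29.9% of peaks and 35.2% of flanks, NKX2 at 20.3% and 22.9%, the LIM-homeodomain motif, of the type Isl1 binds, at 6.43% in both, HAND at 29.8% and 29.4% and MEF2 at 0.581% and 0.713%. Shuffled forms were lower still for GATA (median ratio of peaks to flanks 0.583, against 0.849 for the motif), MEF2 (0.360 against 0.814) and the LIM-homeodomain motif (0.731 against 1.00), each with all 20 forms below the motif. The lower limit of the motif ratio also lay above the highest shuffled form for GATA (0.810 against 0.725) and MEF2 (0.544 against 0.501). It did not for the LIM-homeodomain motif (0.885 against 0.988). GATA and MEF2 thus passed the shuffled-form criterion used for TEAD, FOX, AP1 and CTCF, although their shares did not exceed those of the flanks. Shuffled forms were close to the motif for NKX2 (0.973 against 0.886) and HAND (0.968 against 1.01).

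Midpoints of promoter peaks lay downstream of the TSS. Of the 11772 peaks within 1 kb of the assigned TSS, 64.3% (63.5 to 65.2%) were downstream, with a median of 61 bp. Among GENCODE promoters the median was 80 bp (95% bootstrap interval 74 to 84 bp) at CpG-rich and 82 bp (71 to 92 bp) at CpG-poor ones. A fixed shift of read positions along the chromosome would move peaks of plus and minus strand genes in opposite directions, but the medians were 79 bp (72.0 to 85 bp) and 81 bp (75 to 88 bp) downstream, which argues against it. At 4998 genes with 1 annotated TSS the median was 64 bp (57.5 to 70 bp), which argues against use of the first of several TSSs as the whole cause. The centre of the CpG-rich stretch remains a candidate explanation. The mean position of CpGs within 1 kb of the TSS lay about as far downstream at CpG-rich as at CpG-poor promoters (medians 105 and 104 bp), and at the 2585 promoters with a peak where it lay upstream, peak midpoints were upstream as well, with a median of −111 bp (−118 to −101 bp). An annotated TSS away from the one in use would shift both and stays open.

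Of the 20 housekeeping genes, 4 had no peak in the list as analysed here, namely Eef2, Hprt, Rpl13a and Rps18, named here after their values were seen. From their GENCODE TSSs the nearest peak was at −8414 bp for Eef2, 69171 bp downstream for Hprt, 1867 bp downstream for Rpl13a and 4443 bp downstream for Rps18. Over their promoters 1.25% of sampled 32-mers occurred more than once, which argues against multi-copy sequence. Limited depth, or a region called in 1 replicate alone, may leave such promoters out, and the list as analysed here may lack some of the original lines. For Hprt a deletion carried by the cell line is a further hypothesis, since some sublines of E14 lack this gene, and it was not tested.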
